# Genetic mapping uncovers *cis*-regulatory landscape of RNA editing

**DOI:** 10.1038/ncomms9194

**Published:** 2015-09-16

**Authors:** Gokul Ramaswami, Patricia Deng, Rui Zhang, Mary Anna Carbone, Trudy F. C. Mackay, Jin Billy Li

## Abstract

Adenosine-to-inosine (A-to-I) RNA editing, catalysed by ADAR enzymes conserved in metazoans, plays an important role in neurological functions. Although the fine-tuning mechanism provided by A-to-I RNA editing is important, the underlying rules governing ADAR substrate recognition are not well understood. We apply a quantitative trait loci (QTL) mapping approach to identify genetic variants associated with variability in RNA editing. With very accurate measurement of RNA editing levels at 789 sites in 131 *Drosophila melanogaster* strains, here we identify 545 editing QTLs (edQTLs) associated with differences in RNA editing. We demonstrate that many edQTLs can act through changes in the local secondary structure for edited dsRNAs. Furthermore, we find that edQTLs located outside of the edited dsRNA duplex are enriched in secondary structure, suggesting that distal dsRNA structure beyond the editing site duplex affects RNA editing efficiency. Our work will facilitate the understanding of the *cis*-regulatory code of RNA editing.

## Abstract (web summary)

Adenosine-to-inosine (A-to-I) RNA editing plays an important role in neurological functions. Here, by a quantitative trait loci (QTL) mapping approach in 131 *Drosophila melanogaster* strains, the authors identify 545 QTLs associated with differences in RNA editing.

RNA editing is the modification of RNA nucleotides from their genome-encoded sequence. The most common type of RNA editing in metazoans is the deamination of adenosine into inosine catalysed by the adenosine deaminase acting on RNA (ADAR) family of enzymes^1^. Inosine is recognized as guanosine by the cellular machinery and A-to-I editing in coding sequences often leads to amino acid changes in proteins. A-to-I editing is prevalent in the fruit fly *Drosophila melanogaster* (*D. melanogaster*), with over 5,000 RNA editing sites identified^2^,^3^,^4^,^5^. ADAR proteins perform critical neurological functions^6^. In *Drosophila*, knockout of the *ADAR* gene results in severe neurological phenotypes including impaired locomotion, defective flight and male mating difficulties^7^.

A-to-I editing occurs cotranscriptionally in the nucleus when double-stranded RNA (dsRNA) is formed at the pre-mRNA level, which is subsequently bound and edited by ADARs^1^,^8^. Perfect dsRNA duplexes such as those formed by primate *Alu* repeats are promiscuously edited^9^; however in non-repetitive sequences, imperfect dsRNA structures are formed and editing only occurs at specific adenosines^10^. The mechanisms whereby ADAR targets a specific non-repetitive A-to-I RNA editing site are not well understood. Both the primary sequence and secondary structure (that is, *cis*-acting regulatory elements) surrounding the editing site guide the preference and selectivity of ADARs. ADAR has a preferred sequence motif, in particular the 5′ and 3′ nearest neighbouring positions to the editing site^11^,^12^,^13^. Additionally, adenosines edited in a dsRNA are affected by mismatches, bulges and loops, implicating complex structural contributions to editing specificity^12^,^14^. Distal tertiary structures have also been shown to influence RNA editing efficiency in two transcripts^15^,^16^.

Quantitative trait loci (QTL) mapping in natural populations is a strategy that has been used to successfully study the regulatory architecture of many molecular phenotypes such as gene expression (eQTLs)^17^,^18^ and splicing patterns (sQTLs)^19^,^20^. To characterize rules governing ADAR targeting specificity, we measure the variation in RNA editing within a natural population of *D. melanogaster* and identify genetic variants that are associated with changes in editing levels. Using these RNA editing QTL (edQTL), we examine how changes in RNA secondary structure induced by genetic variants affects RNA-editing levels.

## Results

### Quantifying RNA editing in the DGRP

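RNA was taken from whole bodies of adult males 3 to 5 days old, in 2 biological replicates of each of 131 inbred strains. The DGRP is a set of inbred lines derived from wild-caught flies, and mmPCR-seq amplifies many known editing loci together before sequencing, so that each locus is read deeply. For every sample, the authors deposited the number of reads covering each of 2592 known editing sites, the number of those reads that carried the edited base, and their ratio as a fraction. Each site was listed with its position in the dm3 genome build, gene, strand and annotation. Of the listed sites, 1140 change an amino acid, 322 are synonymous, 343 lie in 3′UTRs, 79 in 5′UTRs, 691 in introns, 11 in non-coding RNAs and 6 between genes. Reads summed over the listed sites ranged from 380607 to 3798621 in the replicate 1 samples (median 1397032) and from 472848 to 4130077 in the replicate 2 samples (median 1429150). Between 314 and 866 sites per sample had at least 50 reads, with a median of 789. Only 1 intronic site had reads in any sample. From these counts, the editing level of a site in a strain was computed as the mean of its 2 replicate levels. It was used where both replicates had at least 50 reads and their levels differed by 0.20 or less, and a site was kept with a level in at least 35 strains. Genotypes of the strains were not in the files analysed here, so associations were not refitted, and the edQTLs, variants associated with the editing level of a site, are the paper's own (Supplementary Data 2).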

To study natural variation of RNA editing in *D. melanogaster*, we quantified RNA editing levels in replicate from male whole bodies in 131 strains of the Drosophila Genetic Reference Panel (DGRP) using mmPCR-seq, an efficient method we recently developed^21^ (Fig. 1a). Publically available genotypes were available for all of the DGRP strains^22^. The mmPCR-seq assay utilizes the Fluidigm Access Array microfluidic chip to PCR amplify 605 loci (Supplementary Data 1) for each sample separately, and then barcodes each sample before deep sequencing the amplified products^21^. 

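Each editing level was a share of counted reads, so its sampling error followed from the coverage. At kept sites with at least 50 reads, the median coverage was 1616 reads, and 608 and 3672 reads marked the 10th and 90th percentiles. At the median coverage, a level close to 0.1 had a 95% Wilson confidence interval from 0.087 to 0.116. At the minimum coverage of 50 reads, 5 edited reads gave a level of 0.1 with an interval from 0.043 to 0.214. The smallest level that 3 edited reads can show was 0.19% at the median coverage and 6% at the minimum. The 2 replicates differed by more than this sampling error. Over 47492 pairs of replicate levels between 0.10 and 0.90, the replicate SD was 0.092, whereas sampling of reads alone gave an SD of 0.0128.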

After mapping the sequencing reads onto the genome, RNA editing levels are calculated as the fraction of reads containing a ‘G' nucleotide at each RNA editing site. We observed a high concordance between replicates, verifying the robustness of mmPCR-seq (Supplementary Fig. 1). 

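Across kept sites, the editing levels of the 2 replicates of a strain had a median Pearson r of 0.948 over the 131 strains, with a range from 0.697 to 0.983. This correlation runs across sites, which are not independent replicates, and 26 strains had an r under 0.90. The mean absolute difference in level averaged 0.0487 between the 2 replicates of a strain, and 0.0593 between replicate 1 of one strain and replicate 2 of another. In a permutation test that re-paired whole samples, no draw gave a difference as small (p = 1e-05, the smallest that 100000 draws can give). The closest sample came from the same strain in fewer than 0.5 of the cases. For 57 of the 131 replicate 1 samples, the nearest replicate 2 sample came from the same strain, and the same held for 52 of the replicate 2 samples. In 6 strains (DGRP strains 340, 371, 392, 427, 802 and 879), the replicates differed more than 95% of the pairs of samples from different strains. Strain 802 had the largest mean absolute difference, 0.125. A difference of more than 0.20 was found for 4.55% of the 94307 pairs of replicate levels (95% Wilson interval 4.42 to 4.69%). By strain, the share ran from 0.76% in strain 461 to 21.0% in strain 802. The interval takes all pairs as independent, so it is too narrow. With a minimum of 200 reads, the share over all strains was 4.16%, and with 20 reads it was 4.77%. From the concordance of the replicates, the paper takes mmPCR-seq to be robust.

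**Figure D1:**
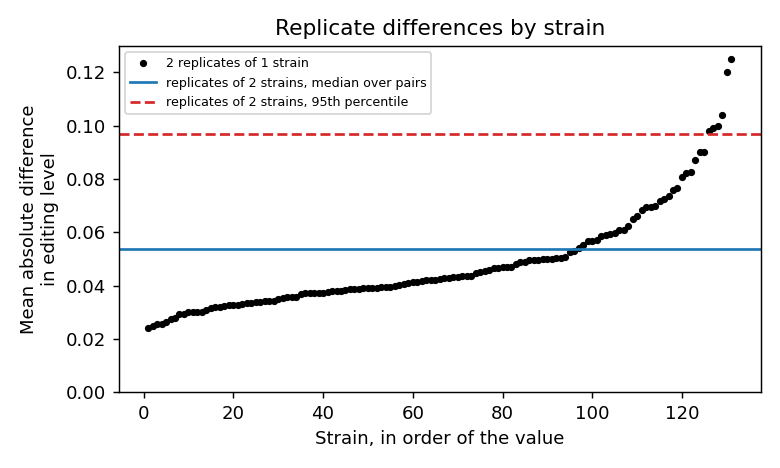
Mean absolute difference in editing level between the 2 replicates of each of the 131 strains (points, in order of the value, y axis in units of the fraction edited). The lines mark the median (0.0537) and the 95th percentile (0.0971) of replicate 1 of one strain against replicate 2 of another; 6 strains lie above the latter.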

After filtering editing sites in areas of low coverage (Methods section), we are left with a data set of 789 editing sites measured in at least 35 strains (Supplementary Fig. 2) to be used for QTL mapping.

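With at least 50 reads in both replicates and a replicate difference of 0.20 or less, 796 of the 2592 listed sites had an editing level in at least 35 strains. These sites lay in 304 genes, and 498 of them change an amino acid, 121 are synonymous, 146 lie in 3′UTRs, 30 in 5′UTRs and 1 in a non-coding RNA. The median site had a level in 122 strains, and 44 sites had one in all 131 strains. The number of sites was 811 with a minimum of 20 reads and 774 with a minimum of 200 reads. It rose most, to 854, when 1 replicate with 50 reads was enough, and fell most, to 635, when a level in 100 strains was required.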

A-to-I RNA editing is heavily clustered and we attempted to identify additional RNA editing sites using our mmPCR-seq data, an approach previously demonstrated in human samples^21^. By performing *de novo* identification of RNA editing sites in each sample, we identified 1,202 novel A-to-I RNA editing sites with an estimated false discovery rate of <2% (Supplementary Fig. 3). However, an overwhelming majority, 95% of novel RNA editing sites were edited <5% and we did not include these novel RNA editing sites in our subsequent analyses.

RNA editing levels generally tend to be low at most editing sites, with 51% of all RNA editing levels <10%, 35% between 10 and 50%, and 14%>50%. 

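Over the 90013 editing levels of the kept sites, 50.8% were under 0.10, 34.7% were from 0.10 to 0.50, and 14.4% were over 0.50. Computed from each replicate separately, a strain's shares had a replicate SD of 4.1, 3.3 and 1.6 percentage points, respectively. Leaving out the filter on the replicate difference moved the share of levels under 0.10 to 48.5%. The replicate SD describes single strains, so it does not tell whether this shift of the share over all strains is small. At 43 of the 796 kept sites, no strain reached a level of 0.01.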

Using hierarchical clustering, we did not observe large global differences in RNA editing between strains (Supplementary Fig. 4). 

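Strains were compared over the 44 sites that had an editing level in all 131 strains. The Pearson r of 2 strains across these sites had a median of 0.961 and ranged from 0.805 to 0.996; sites are not independent replicates. With average linkage on 1 minus r, the smaller of the first 2 branches held 2 strains, DGRP strains 646 and 774. Under complete linkage, this branch held 36 strains. Strain-wide shifts were measured as the mean centred level per sample over the 577 sites with at least 50 reads in 95% of the samples. The intraclass correlation of this mean between the 2 replicates of a strain was 0.101 (permutation test, p = 0.0061). Replicate 1 samples averaged 0.0051 and replicate 2 samples averaged -0.0053 in this measure. With the replicate number taken from the labels as a block (replicate block), the intraclass correlation was 0.221 (permutation test, p = 0.0059). The site-by-site replicate differences of 2 strains had a mean r of 0.035 over all pairs of strains. This mean does not describe every sample. Of 83 pairs of samples from different strains whose centred levels had an r of 0.5 or more, 66 joined replicate 2 samples, from 24 strains. The between-strain r changed most when replicates were not filtered by their difference, to a median of 0.987. From its hierarchical clustering, the paper reports having seen no large global differences in editing between strains.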

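Over all 8515 pairs of strains, the percentage of shared sites with a level difference of 0.10 or more had a median of 8.12% and a mean of 8.44%, and ranged from 2.61 to 26.9%. The same comparison between single samples gave the replicate error. Before the filter on the replicate difference, the 2 replicates of a strain differed by 0.10 or more at an average of 12.8% of sites, and replicate 1 of one strain and replicate 2 of another at 17.1% (permutation test, p = 1e-05, the smallest that 100000 draws can give). The percentage between strains depended on the averaging of replicates. It had a median of 15.7% from replicate 2 alone and of 13.9% from replicate 1 alone. DGRP strain 646 had the largest median percentage against the other strains, 19.4%, and DGRP strain 57 the smallest, 5.98%. A strain's median percentage had a replicate SD of 4.68 percentage points.
The 5 kept sites with the largest variance between strains are given with their position in dm3. The first was a synonymous site in CG34220 (chromosome 2R, position 5929235, minus strand), with a median level of 0.162 and a range from 0.032 to 0.996 over 120 strains. Its between-strain SD was 0.447 and its replicate SD was 0.043. A 3′UTR site of CG14669 (chromosome 3R, 1281800) had a median of 0.923 over 43 strains and an SD of 0.263, close to its replicate SD of 0.236. A 3′UTR site of CG42540 (chromosome 3L, 4590708) had an SD of 0.221 over 67 strains against a replicate SD of 0.171. For the glutamine-to-arginine site of CG34357 (chromosome 3R, 319616), the SD was 0.218 over 57 strains and the replicate SD 0.212. A synonymous site of CG42732 (chromosome 2R, 6218292) had both SDs at 0.195 over 61 strains. The replicate SD is of single replicates and counts strains whose replicates differed by more than 0.20, which the between-strain SD leaves out. Similar SDs therefore do not rule out a strain difference. The intraclass correlation of the replicates was 0.389 at CG14669, 0.554 at CG42540, 0.262 at CG34357 and 0.452 at CG42732. Over all kept sites, the intraclass correlation of the replicates had a median of 0.128 and exceeded 0.5 at 83 sites (10.4%). None of 100 permutations of the pairing reached this median (p = 0.01, the smallest they can give). From these differences, the paper concludes that editing varies modestly between pairs of strains and considerably at many single sites.

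**Figure D2:**
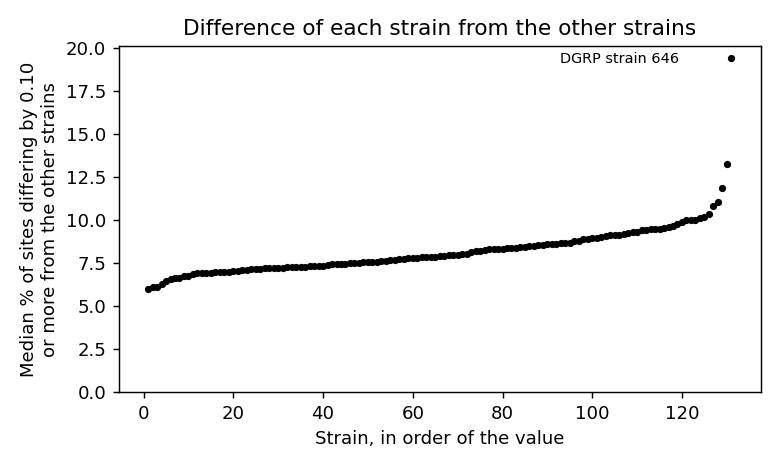
Median percentage of sites at which each strain differs by 0.10 or more in editing level from the other strains (131 points, in order of the value). DGRP strain 646, at 19.4%, is the highest.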

However, we did observe considerable modest differences with an average of 8% of the editing sites having a 10% or greater editing level difference between pairs of strains (Fig. 1b) and many individual editing sites having considerable variability in editing levels between the 131 strains (Fig. 1c,d).

### Association of RNA editing with genetic variants

To identify genetic variants that could explain the inter-strain variability of RNA editing, we ran association tests between editing levels and genotypes for all variants genome-wide at each editing site (Supplementary Fig. 5). We found that almost all variants meeting a genome-wide significance threshold were located close to their associated editing site and acting in cis. To enhance our power to identify *cis*-edQTLs, we reran the association tests but restricted the variant search space to only those within the same gene as each editing site (Fig. 2a). For each editing site, we ran permutations to calculate an empirical *P* value (Methods section) for the top associated variant and found an abundance of very low *P* values (Supplementary Fig. 6a). 

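All 422 sites with a primary edQTL in Supplementary Data 2 were in the files and among the kept sites, and the sheet at an FDR of 5% lists 353. Effect sizes could not be refitted without genotypes and are the paper's, defined there so that 2 times the effect size is the difference in mean editing level between the homozygotes. They were set beside the measured spread. This difference had a median of 0.0434 over the 422 sites. The median replicate SD of these sites was 0.0417, and the difference exceeded the site's replicate SD at 216 of them. The replicate SD is the error of a single sample, whereas the difference is between means over groups of strains. This count therefore does not tell how many effects lie within their own error. The range of strain levels had a median of 0.225, and the difference between homozygotes was within the range at all 422 sites. A difference between mean levels of groups of strains cannot exceed their range, so this count was fixed in advance. The replicates of a strain resembled each other more at sites with an edQTL. The median intraclass correlation was 0.249 at the 422 sites and 0.058 at the other 374 kept sites, and a site with an edQTL had the higher value in a share of 0.789 of all pairs (Mann–Whitney statistic, permutation test, p = 1e-05, the smallest that 100000 draws can give). With the replicate number as a block (replicate block), this share was 0.795. For the 353 sites at an FDR of 5%, it was 0.816. The edQTLs were mapped in these same samples, and an association needs levels that differ repeatably between strains. A higher intraclass correlation at these sites is therefore partly built in.
The largest effect size that the paper gives, 0.4404, belongs to the CG34220 site at 5929235 on chromosome 2R, whose replicates had an intraclass correlation of 0.991. An asparagine-to-serine site of prom (chromosome 2R, 20306770) has a paper effect size of 0.257, a between-strain SD of 0.190 and a replicate SD of 0.206 (80 strains). For a 3′UTR site of Rlip (chromosome 3R, 16846284), these values were 0.24, 0.111 and 0.067 (126 strains). The CG34357 site at 319616 has a paper effect size of 0.2155 beside an SD of 0.218 and a replicate SD of 0.212. At a 3′UTR site of SNF1A (chromosome X, 1272317), the paper effect size is 0.2106, the SD was 0.142 and the replicate SD 0.081 (121 strains).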

We identified 422 and 353 primary RNA editing QTLs (edQTLs) at false discovery rates (FDRs) of 10 and 5%, respectively (Supplementary Data 2). To identify additional variants associated with RNA editing, we regressed out the effect of each primary edQTL and reran the association tests and permutations (Supplementary Fig. 6c). We identified 123 and 114 secondary edQTLs at FDRs of 10 and 5%, respectively (Supplementary Data 2). 

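The 123 secondary edQTLs belong to 123 sites, all of them kept and all with a primary edQTL, and the sheet at an FDR of 5% lists 114. The between-strain SD of these sites had a median of 0.0439, against 0.0372 for all 422 sites with a primary edQTL. Their intraclass correlation had a median of 0.422. The paper's effect sizes had a median of 0.0233 for the secondary and 0.0217 for the primary edQTLs. For 68 of the 123 secondary edQTLs, 2 times the effect size exceeded the replicate SD of the site, which is the error of a single sample.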

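The between-strain variance of the editing level had a median of 0.00138 at the 422 sites with a primary edQTL and of 0.00057 at the 374 kept sites without. In all pairs of a site from each set, the site with an edQTL had the larger variance in a share of 0.659 (Mann–Whitney statistic, permutation test, p = 1e-05, the smallest that 100000 draws can give). The variance of a fraction depends on its mean, and after division by the mean level times 1 minus the mean level the share was 0.657. Restricting both sets to sites with a mean level from 0.05 to 0.95 lowered it most, to 0.556 (permutation test, p = 0.029). From replicate 1 alone it was 0.604, and from replicate 2 alone 0.586. The edQTLs were mapped in these same samples, so the comparison is not an independent one. The paper reports the observation that edQTLs tend to occur at sites that vary more between strains.

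**Figure D3:**
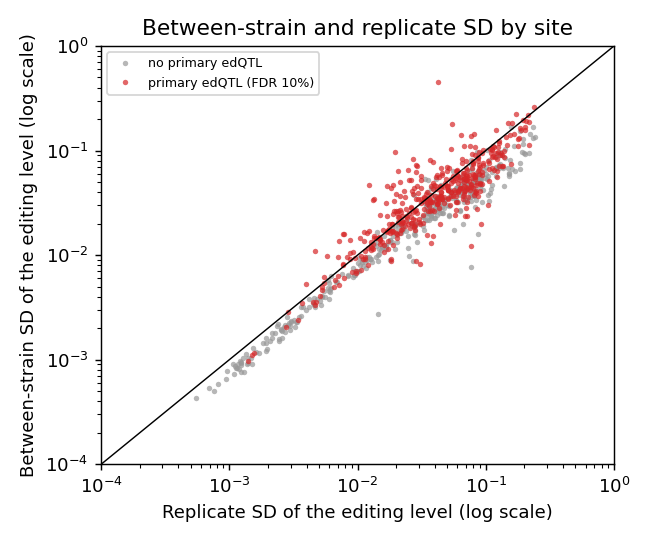
Between-strain SD of the strain levels against the replicate SD of single replicate levels (both as fractions, log scale) for the 422 kept sites with a primary edQTL (red) and the 374 without (grey). The line marks equal values. The replicate SD includes strains whose replicates differed by more than 0.20, which the between-strain SD leaves out.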

We observed that edQTLs tend to be present for editing sites with greater variance in editing levels between the 131 strains (Supplementary Fig. 7).

We observed that variants within 1 kb of editing sites were more likely to have significant associations (Fig. 2b). 

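Of the 545 edQTLs in Supplementary Data 2, 285 (52.3%) lay at most 1 kb from their editing site, 226 of them primary and 59 secondary. The sites were joined to their editing levels to ask whether a near edQTL went with a larger spread. The between-strain SD had a median of 0.0376 at the 226 sites whose primary edQTL was within 1 kb and of 0.0371 at the 196 sites where it was farther away. These did not differ beyond permutations of the sites (Mann–Whitney share 0.529, permutation test, p = 0.31). The share fell under 0.5 with single replicates, to 0.493 from replicate 1 alone and 0.484 from replicate 2 alone. From the closeness of edQTLs to their editing sites, the paper reasons that they should also influence other sites nearby.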

Indeed the edQTLs identified were highly enriched within 5 kb of their associated editing site (Supplementary Fig. 6b,d) with 285 (52%) being within 1 kb. We reasoned that due to the propensity of edQTLs to be located close to their associated editing site, they should also influence additional editing sites nearby. 

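The correlation of editing levels across strains was computed for every pair of kept sites with at least 35 strains in common. The mean Pearson r was 0.303 (SD 0.265) over 2037 pairs within a gene and 0.057 (SD 0.135) over 311626 pairs from different genes. The difference of 0.246 was not reached when gene labels were shuffled (permutation test, p = 1e-05, the smallest that 100000 draws can give). Within genes, 316 pairs lay in the same predicted duplex of Supplementary Data 4 and had a mean r of 0.389 (SD 0.315), against 0.287 (SD 0.251) for the other 1721 pairs. This difference of 0.102 was likewise larger than in every shuffle of sites within genes (permutation test, p = 1e-05). By distance, the mean r was 0.353 for 1252 pairs under 1 kb apart, 0.239 for 606 pairs from 1 to 10 kb and 0.168 for 179 pairs from 10 to 50 kb. The step at 1 kb passed the permutation test within genes (p = 1e-05), whereas the step at 10 kb did not (permutation test, p = 0.64). Adjusted for the 4 comparisons by the Benjamini–Hochberg method, the first 3 permutation p-values were 1.33e-05.
Both sites of a pair are often read in the same sample and amplicon, so errors can be shared. When replicate 1 at one site was correlated with replicate 2 at the other, the difference between pairs within and between genes fell to 0.133, the same-duplex difference to 0.055 and the step at 1 kb to 0.035 (permutation test, p = 1e-05 for each). Pairs more than 350 bp apart in the genome, beyond the largest amplicon size, gave a same-gene difference of 0.165. Amplicons were made from cDNA, so pairs that span an intron could still share one. From replicate 1 alone, the same-gene and same-duplex differences were 0.179 and 0.146, and from replicate 2 alone they were 0.196 and 0.105. With Spearman rho they were 0.246 and 0.128. The paper reasons from the closeness of edQTLs to their sites that they should influence further sites nearby, and takes the closer correlation within genes and duplexes to strengthen this reasoning.

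**Figure D4:**
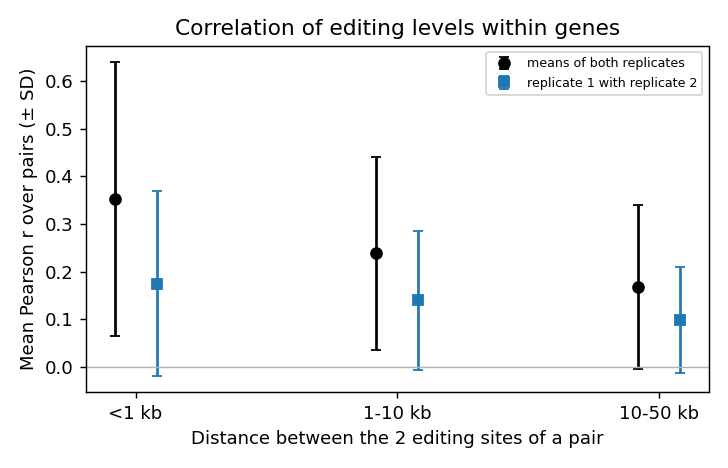
Mean Pearson r of editing levels across strains for pairs of sites in one gene, by the distance between the sites. Points are means over pairs and bars are SDs over pairs. Circles use the mean of both replicates (0.353, 0.239 and 0.168), and squares correlate replicate 1 at one site with replicate 2 at the other (0.175, 0.140 and 0.098).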

This reasoning was strengthened by the observation that editing levels of editing sites within the same gene are more closely correlated than editing levels of editing sites in different genes and furthermore that editing levels of editing sites within the same RNA duplex are most correlated (Supplementary Fig. 8). We tested the association of edQTLs with all other RNA editing sites in the same gene and found strong associations with additional editing sites within 1 kb of the original most strongly associated editing site (Fig. 2c), demonstrating a shared regulatory mechanism.

### Prediction of editing complementary sequences

RNA editing QTLs tend to be close to their associated editing site and their likely mechanism of action is through changes in local RNA structure, demonstrated by an edQTL in the *CROL* gene (Fig. 2d–g). 

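The files list 2 neighbouring editing sites in the 3′UTR of crol, on the minus strand of chromosome 2L at positions 11796345 and 11796346 of dm3, with a median coverage of 2710 and 2711.5 reads per sample. The level at 11796345 had a median of 0.068 over 128 strains and ranged from 0.009 to 0.152, with a between-strain SD of 0.0235 and a replicate SD of 0.0239. At 11796346, the median was 0.217 over 125 strains, the range 0.025 to 0.303, the SD 0.0533 and the replicate SD 0.0537. The intraclass correlation of the replicates was 0.483 at the first site and 0.338 at the second. Both replicate SDs count strains whose replicates differed by more than 0.20, and strain levels leave them out. Neither median moved by more than its replicate SD under the other settings, and replicate 2 alone gave 0.065 and 0.206. That SD is of single samples, so it is a wide measure for a median over strains. Supplementary Data 2 lists the variant at 11796364, 18 bp from the second site, as its primary edQTL (paper effect size 0.09344). The same variant is the secondary edQTL of the first site (paper effect size 0.0258). The primary edQTL of the first site is another variant, at 11796366, 21 bp away (paper effect size 0.01856). Because strain genotypes were not in the files analysed here, strains were not split by allele. The paper gives a change in the local RNA structure as the likely mechanism of edQTLs, with this one as its example.

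**Figure D5:**
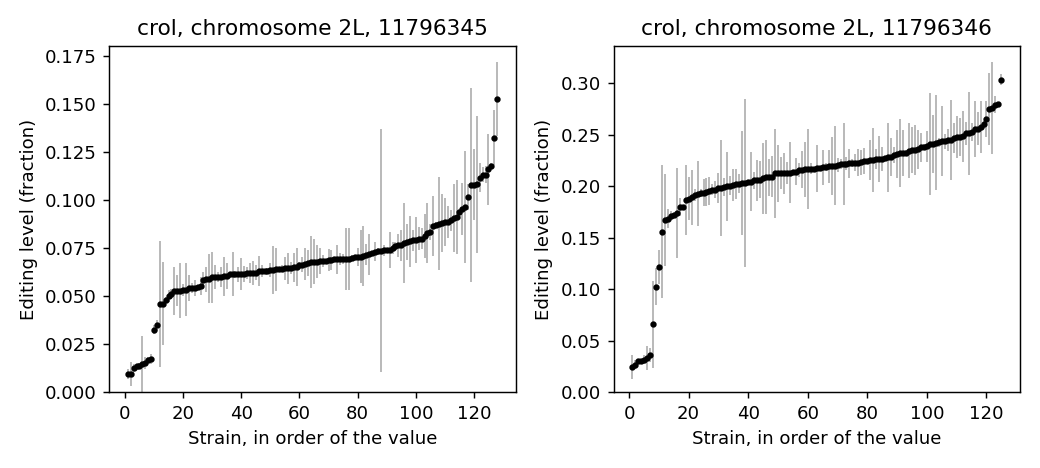
Editing levels of the strains (fraction, points in order of the value) at the crol sites 11796345 (128 strains) and 11796346 (125 strains). Grey bars join the levels of the 2 replicates. Most strains lie near the medians of 0.068 and 0.217, and a few lie near 0 at each site.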

To characterize how edQTLs affect RNA structure, we needed to first predict the local RNA structure around editing sites. Editing occurs within dsRNA structures in which the editing site stem base-pairs with an editing complementary sequence (ECS)^1^. The ECS is thought to be required for editing, but, to date, only a handful of predicted ECSs have been reported^23^,^24^,^25^,^26^. Finding ECSs in the pre-mRNA is difficult because they can be proximal or distal to the editing sites and many lie in intronic regions.

We developed two complementary computational approaches to predict ECSs for editing sites genome-wide (Fig. 3a). To determine the optimal parameters and estimate the accuracy of ECS predictions, we relied on the fact that ECS regions, as one stem of the dsRNA structure, are likely to be edited^8^. We developed an enrichment score metric to calculate the ratio of RNA editing sites in the ECS to those in the flanking regions of the same length. However, the majority of *D. melanogaster* editing sites identified from polyA+ RNA-seq data lie in exonic regions and we would not be able to predict ECS locations in introns using the existing list of RNA editing sites. To overcome this limitation, we applied a highly sensitive RNA editing identification method we recently developed^27^ to the *D. melanogaster* nascent RNA-seq data^8^ and identified a total of 6,566 intronic RNA editing sites (Supplementary Data 3), of which 5,970 (91%) were novel (Supplementary Fig. 9).

In Approach 1, we predicted proximal ECSs by folding the sequence of the region within 200 bps up- and downstream of the editing sites (Methods section) and found ECSs for 641 editing sites (Supplementary Data 4). We defined a sequence as an ECS if there was a dsRNA structure containing the RNA editing site having a stem of at least 20 bp and a max bulge size of 8 bp. These cutoffs were selected because they generate predicted ECSs with the highest enrichment score and a relatively high sensitivity compared with other cutoffs (Supplementary Fig. 10). In Approach 2, we predicted distal, intronic ECSs by folding the region surrounding editing sites with candidate conserved intronic regions (Methods section) and found ECSs for 119 editing sites (Supplementary Data 4), including all seven previously determined intronic ECSs in *Drosophila* (Supplementary Table 1). We observed a fivefold enrichment of editing in the predicted ECS regions as compared with the flanking control regions (Fig. 3b). This suggests high accuracy of our ECS predictions.

We characterized the properties of editing substrates (Fig. 3c–f). The proximal and distal intronic ECSs are similar in length and max bulge size (Fig. 3d,e). Most of the ECSs are proximal and within 100 bp of the editing site (Fig. 3c), although there could be alternate, farther ECSs that we have not searched for. Most of the ECSs have 25–40 bp stems in which the largest bulge is 1–3 bp long (Fig. 3d,e). Notably, it seems that the editing site tends to be unpaired in comparison with ∼10 adjacent bases, which perhaps can aid ADAR's catalysis by making it easier to flip out an unpaired adenosine (Fig. 3f).

### Characterizing effects of edQTLs on edited dsRNA structures

We used the ECS predictions to characterize how edQTLs affect structures of RNA duplexes containing editing sites. Of the 545 total edQTLs identified, we were able to predict ECS locations for 276 of their associated editing sites. 

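Joining the 545 edQTLs of Supplementary Data 2 to the 760 ECS predictions of Supplementary Data 4 (641 proximal and 119 distal) gave 276 edQTLs whose editing site has a predicted ECS, the editing complementary sequence that pairs with the region around the site. They comprised 207 primary and 69 secondary edQTLs at 207 editing sites, all of which had measured levels. The between-strain SD of these sites had a median of 0.0398.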

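A variant was counted as inside the edited dsRNA where its position fell in the editing-site arm or the ECS of a prediction for its site. This held for 46 of the 276 edQTLs, 45 of which are single-nucleotide variants. Their 42 editing sites had a median between-strain SD of 0.0385.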

Of these 276 edQTLs, 45 lie within the edited dsRNA structure, either in the ECS or in the sequence surrounding the editing site that base pairs with the ECS. We also identified a set of 100 control variants that are not associated with editing level changes within the edited dsRNA structures (Methods section).

We looked for structural features that differ between the edQTLs and control variants within the edited dsRNAs. We restricted our analysis to 27 out of the 45 edQTLs that had an effect size of 0.025 or greater (5% or greater difference in editing levels between the two homozygotes), because we did not expect to see major differences induced in RNA structure by edQTLs with very low effect sizes. 

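Of the edQTLs inside the edited dsRNA, 27 at 26 editing sites had a paper effect size of 0.025 or more, with a median of 0.0551. The measured levels at these sites had a median between-strain SD of 0.0462 and a median replicate SD of 0.0452. The difference between homozygotes, taken as 2 times the effect size, exceeded the replicate SD of the site for all 27. For the 19 edQTLs with smaller effect sizes (median 0.0146, at 18 sites), the median between-strain SD was 0.0205 and the median replicate SD 0.0193. There the difference exceeded the replicate SD for 14. Both counts set a difference between means over strains beside the error of single samples. The paper restricts its structural comparison to the 27, reasoning that smaller effects would not come with major changes in structure.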

We hypothesized that dsRNA stability may influence the editing efficiency of ADAR to its target substrates. To test this hypothesis, we looked at two RNA features, effect on base pairing and duplex free energy. We noticed that QTL variants were more likely than control variants to be affecting nucleotides that are base paired (Fig. 4a,b). Base pairing of nucleotides within the dsRNA are important determinants of its stability and disruption of base pairing will change dsRNA stability. To expand upon this finding, we calculated the free energy of the two different alleles for each variant (Methods section). A more stable dsRNA structure will have a lower free energy and a presumably higher ADAR-binding affinity. We find that QTL variants are more likely than control variants to have a noticeable free energy difference between the two alleles, and for QTL variants, the allele with higher editing levels generally has a lower free energy, indicative of increased stability (Fig. 4c,d). We also looked at the location of variants within the edited dsRNA. We separated the RNA duplex into two regions, the portion of the duplex transcriptionally upstream of the editing site (5′) and the portion transcriptionally downstream (3′). We find that edQTLs tend to be very close to the editing site with a location distribution centred at the editing site as well as skewed towards the 3′ side of the duplex (Fig. 4e,f). On the other hand, control variants tend to be located at the 5′ side of the duplex. These same structural trends are also seen when we use the entire set of 45 edQTLs within edited dsRNAs (Supplementary Fig. 11).

### Identification of secondary *cis*-elements

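By the same positions, 230 of the 276 edQTLs (83.3%) lay outside the edited dsRNA. They comprised 211 single-nucleotide variants, which are 76.4% of the 276, and 19 other variants. Their median distance from the editing site was 1318 bp, and 102 lay within 1 kb of it. The 165 editing sites that had edQTLs only outside the dsRNA had a median between-strain SD of 0.0399.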

The majority of edQTLs, 213 (77%), lie outside of the edited dsRNA substrate. 

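The paper's effect sizes had a median of 0.0350 for the 46 edQTLs inside the edited dsRNA and of 0.0231 for the 230 outside. An edQTL inside had the larger effect size in a share of 0.621 of all pairs (one-sided Mann–Whitney statistic, permutation test, p = 0.0048). Among edQTLs at sites with a level in at least 100 strains, the share was 0.655. Some edQTLs share an editing site, which the test does not take into account. The measured spread of the editing sites themselves did not follow this order. Their between-strain SD had a median of 0.0385 at the 42 sites with an edQTL inside and of 0.0399 at the other 165 sites (share 0.482, one-sided permutation test, p = 0.65). The paper describes the smaller effect sizes of the distal edQTLs as unsurprising.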

Not surprisingly, these ‘distal' edQTLs have smaller effect sizes than edQTLs within the edited dsRNA (Fig. 5a). 

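Editing sites were counted within 200 bp of each of the 230 edQTLs outside the edited dsRNA. The paper's matched control variants were not in the files analysed here, so the position mirrored to the other side of the editing site served as the comparison. The paper searched edQTLs only within the gene of their site, whereas a mirrored position can lie outside it. This may favour a higher count at the edQTL. On average, 1.29 listed editing sites lay near the edQTL and 1.07 near its mirrored position, a difference of 0.222 (sign-flip permutation test, p = 0.044). The count was higher at the edQTL for 23 of them and lower for 12, and the others had equal counts. The sign-flip test takes all edQTLs as independent, although some share an editing site, so its p-value may be too small. At least 1 editing site lay near 27.0% of the edQTLs and near 24.8% of the mirrored positions. With a window of 100 bp, the difference was 0.230 (permutation test, p = 0.025). Counting only the kept sites lowered it to 0.204 (permutation test, p = 0.061). From the number of nearby editing sites, the paper describes distal edQTLs as close to their own editing site or to other ADAR targets of the gene.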

However, these distal edQTLs are still located close to their associated editing site or close to other ADAR targets in the same gene (Fig. 5b). Recently, it has been discovered that additional nearby dsRNA stems modulate editing efficiencies of edited dsRNA substrates, mainly through enhancing recruitment of ADAR proteins^15^,^16^. One possible mechanism by which these distal edQTLs may be affecting editing is through changing RNA structure of one of these nearby dsRNA stems. We sought to identify these modulating dsRNA stems by predicting RNA structure around the distal edQTLs. We folded the sequence of the region 200 bps up- and downstream of distal edQTLs and matched control variants, similar to our Approach 1 for ECS predictions (Methods section). We identified 28 dsRNA stems with at least 20 base pairs and a maximum bulge size of 8 bp (Supplementary Fig. 12 and Supplementary Table 2). We found enrichment of dsRNA stems for distal edQTLs within 2 kb of the editing site (Fig. 5c), supporting the notion that additional dsRNA stems nearby the editing duplex can influence editing efficiency.

## Discussion

The *cis*-regulatory architecture of RNA editing is largely unexplored. The mechanisms targeting ADAR proteins to specific adenosines in an imperfect dsRNA are not well characterized, especially *in vivo*. In this study, we quantified RNA editing in natural strains of *D. melanogaster* using mmPCR-seq and used these editing level measurements to identify genetic variants associated with the differences in editing levels between strains. These edQTLs allowed us to identify structural features within the edited dsRNA duplex important for ADAR efficiency. In addition, distal edQTLs located outside of the primary dsRNA duplex guided us to locate secondary dsRNA stems that modulate editing.

We utilized mmPCR-seq to overcome the inherent biases of RNA-seq towards highly expressed genes. Using mmPCR-seq, we can efficiently capture and sequence up to 605 different loci from 48 different samples on a single microfluidic chip. We ran all PCR reactions to saturation, which provides uniform capturing efficiencies for the majority of targeted loci^21^ and we were able to achieve high accuracy in our editing level measurements (Supplementary Fig. 1). Using these accurate editing level measurements, we were able to identify 545 edQTLs.

RNA secondary structure is an important determinant of RNA editing specificity^14^ and we characterized the effect of edQTLs on RNA structure. To achieve this goal, we first had to systematically predict the locations of ECSs. In comparison with previous case studies^23^,^24^,^25^,^26^, our comprehensive analysis became possible through the development of an analytical framework to examine dsRNA structures. We showed that dsRNA stability is important for ADAR editing efficiency by demonstrating that variants reducing dsRNA stability tend to diminish editing (Fig. 4d). We also showed that variants in the dsRNA region 3′ of the editing site tend to affect editing levels, suggesting that the proximal 3′ region is important for ADAR binding (Fig. 4f).

Previous reports have implicated secondary dsRNA elements that influence editing at a nearby dsRNA^15^,^16^. The current hypothesized mechanism is that these dsRNA stems recruit ADAR proteins into the vicinity of the transcript. Using distal edQTLs located outside of the primary edited dsRNA, we were able to identify 28 of these secondary dsRNA stems. However, there are 185 distal edQTLs that do not lie within secondary dsRNA stems, suggesting unknown regulatory mechanisms in addition to RNA structure that remain unidentified.

We anticipate the application of edQTL mapping to human RNA editing. Human genome sequencing has identified many disease-associated variants, but their functional interpretation is challenging. Dysregulation of RNA editing has been implicated in a myriad of human diseases such as amyotrophic lateral sclerosis (ALS)^28^, autism^29^ and cancer^30^. The application of this methodology to human RNA editing will facilitate assignment of functional roles to disease-associated variants that affect RNA editing.

## Methods

### Collection of *D. melanogaster* strains

Fly stocks were reared at 25 °C. RNA was extracted from whole bodies of 3–5-day-old adult males for 131 DGRP^22^ strains in biological replicates. We excluded strains that were removed from DGRP v2 (ref. 31) as well as strains that had high identity by descent^32^.

### mmPCR-seq data generation and analysis

We quantified RNA editing at 605 loci using a multiplex microfluidic PCR with deep sequencing method developed in our lab^21^. We analysed two biological replicates for each of the 131 strains. In brief, we designed 48 pools of 12–13 plex multiplex PCR primers to amplify 605 loci. The sizes of the amplicons range from 150 to 350 bp. We loaded cDNAs and primer pools into the 48.48 Access Array IFC (Fluidigm) and performed target amplification as previously described^21^. PCR products of each sample were then subjected to a 15 cycle barcode PCR and pooled together. All pools were combined at equal volumes and purified via QIAquick PCR purification kit (Qiagen). The library was sequenced using Illumina HiSeq with 101 bp paired-end reads.

Paired-end reads were combined and mapped onto the genome (dm3) using BWA samse allowing 9 mismatches per read^33^. We aligned the sequencing reads to a combination of the reference genome and 100 bp exonic sequences surrounding known splicing junctions from available gene models (obtained from the UCSC genome browser). We quantified editing levels of known *D. melanogaster* RNA editing sites^3^ by taking the fraction of reads containing a ‘G' nucleotide at that position. For editing level quantification, sites covered by ⩾50 mmPCR-seq reads were used. For each strain, we excluded editing sites where the measured editing levels in the two biological replicates differed by >20% (see Supplementary Fig. 1c,d). 

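Both replicates had at least 50 reads for 94307 pairs of replicate levels at the 796 kept sites, and 4.55% of these pairs differed by more than 0.20. The share of pairs above 0.20 was highest in DGRP strain 802, at 21.0% of its sites. With 50 to 200 reads in the shallower replicate, levels between 0.10 and 0.90 had a replicate SD of 0.179. The replicate SD was 0.125 from 200 to 1000 reads, 0.073 from 1000 to 5000 reads and 0.047 from 5000 reads. Without this filter, 800 sites had a level in 35 strains, and the median percentage of sites differing by 0.10 or more between strains was 11.7%, against 8.12% with it.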

Custom scripts used to process data are available upon request.

### RNA editing QTL mapping

For QTL mapping, we examined 789 RNA editing sites with editing level measurements in at least 35 strains. For each of the 789 RNA editing sites we normalized the editing level measurements. First, we centred and scaled each measurement by subtracting out the mean editing level value and dividing by the s.d. Then we quantile normalized the distribution to fit a standard normal distribution.

The following protocol was performed to map edQTLs genome-wide: (1) For each editing site, we fit linear models without any covariates between normalized editing levels and genotypes of each variant in the genome using Plink^34^. We only used variants in which the minor allele is present in at least four of the strains with an editing level measurement. We identified genome-wide edQTLs using a significance threshold of 1e−8 (Bonferroni method).

The following protocol was performed to map edQTLs in cis^35^: (1) For each editing site, we fit linear models without any covariates between normalized editing levels and genotypes of each variant in the same gene as that editing site using Plink^34^. We only used variants in which the minor allele is present in at least four of the strains with an editing level measurement. (2) We record the minimum *P* value (*P*_min_) across all variants tested for that particular editing site. (3) We repeat steps (1) and (2) for 10,000 permutations of the genotype sample labels and obtain 10,000 null *P* values (*P*null_1_, *P*null_2_,.. *P*null_10,000_). (4) We estimate an empirical *P* value for the most significant variant by determining where p_min_ lies within the null distribution (*P*null_1_–*P*null_10,000_). QTLs were called at FDRs of 10 and 5%, which were determined using the qvalue software^36^. For editing sites with a primary edQTL, to identify additional variants associated with RNA editing (secondary QTLs), we regressed out the effect of the primary edQTL and reran the linear models and permutations as described above. The effect sizes for each edQTL were calculated as one half of the difference in mean editing level between the two homozygotes using the original, non-normalized editing level values.

### Identification of intronic RNA editing sites

We obtained *D. melanogaster* yellow white (yw) strain nascent RNA-seq and ADAR null mutant nascent RNA-seq from NCBI SRA (GSE37232)^8^. We adopted a pipeline that can accurately map RNA-seq reads to the genome^27^. In brief, we used BWA^33^ to align RNA-seq data to a combination of the reference genome and exonic sequences surrounding known splicing junctions from available gene models (obtained from the University of California, Santa Cruz (UCSC) genome browser). We chose the length of the splicing junction regions to be slightly shorter than the RNA-seq reads to prevent redundant hits. After mapping, we used SAMtools^37^ to extract uniquely mapped reads, merged uniquely mapped reads of individual data sets from the same sample, and detected nucleotide variants between the RNA-seq data and reference genome. We took variant positions from the yw strain in which the mismatch was supported by ⩾2 reads and both base and mapping quality scores were at least 20. We required a minimum variant frequency of 3%. We used additional filters to remove wrongly assigned mismatches as previously described^27^. In brief, we removed mismatches in the first six bases of each read, simple repeats, homopolymer runs and those near splicing junctions. We also ensured that reads containing mismatches were uniquely mapped using BLAT^38^. We inferred the strand information of the sites based on the strand of the genes. Regions with bidirectional transcription (sense and antisense gene pairs) were discarded. ANNOVAR was used to annotate the editing sites^39^. Intronic sites that did not have altered reads in the nascent RNA-seq from ADAR null mutant flies were considered to be genuine A-to-I RNA editing sites.

We validated three randomly chosen intronic RNA editing sites by Sanger sequencing of RNA and DNA from heads of adult yw *D. melanogaster* flies. We used the same primers to amplify both cDNA and DNA: chr2L_2784071 5′- GAGGAATTTGCTTGCTGTGG -3′ and 5′- TACCCAAATGCCAACACAGA -3′, chr3L_4431719 5′- AGGATAACCCGGTCACACAC -3′ and 5′- GAACCGCTCGATTGTGGTAT -3′, chr3L_11546420 5′- TATTGACGACGACCTGCAAC -3′ and 5′- CCACTTTGCCGTGTTCTCTT -3′. For both RNA and DNA samples, we performed PCR using the KAPA SYBR Fast qPCR Kit (Kapa Biosystems) and the following protocol: initial enzyme activation at 95 °C for 3 min and 40 cycles of 95 °C for 3 s and 60 °C for 50 s. For RNA samples, we performed ribosomal RNA depletion^40^ and treated with Turbo DNase (Life Technologies) before reverse transcription (iScript Advanced, Bio-Rad). As a negative control, we also performed PCR for RNA samples without reverse transcription.

### Prediction of ECSs

To predict proximal ECSs, we predicted the secondary structure of the region within 200 bp of each editing site using the programs partition, MaxExpect, and ct2dot from the RNAStructure package^41^. The predicted ECS-like sequence is the sequence complementary to the editing site flanking sequence in the stem. We defined the stem as a region containing the editing site in which there was a stretch of base pairs with a defined max bulge size. The beginning and end of the ECS are the first and last bases that are paired in the stem, respectively. We then filtered our predicted ECSs to only include stems with lengths of at least 20 bp and a max bulge size of 8 bp, because these parameters yielded the greatest number of ECSs with high accuracy as estimated by the editing site enrichment in predicted ECSs (Supplementary Fig. 10).

To predict distal, intronic ECSs in *D. melanogaster*, we first identified conserved intronic regions as candidates. We smoothed phastCons scores using a sliding window of 51 bp (ref. 26). We selected regions that were within 2,500 bp of the editing site and at least 20 bases long with a smoothed phastCons score of at least 0.90 (determined using known intronic ECSs). Next, we obtained the candidate sequences for secondary structure predictions; we included a 30 base buffer on each side of these candidate regions and joined this to the region within 60 base of the editing site using a 100 base linker of adenosines. Then, we folded these sequences and identified ECSs as described above with the proximal ECSs, except that we searched for base pairing between the editing site and the candidate regions instead of flanking regions.

### RNA structure analysis of edQTLs

To compare against edQTLs in edited dsRNAs, we identified a set of control variants in edited dsRNAs that do not affect editing levels. This set of 100 control variants consists of all variants that were not edQTLs and were not in linkage with an edQTL (*R*^2^≤0.05). For each single nucleotide variant (edQTLs and controls) we used the Fold and ct2dot programs from RNAstructure^41^ to fold the two different alleles. Each allele consisted of the sequences for the editing side of the stem and the ECS joined together with a 100 bp linker of adenosines. For the analyses looking at fraction of variants base paired and location of variants in relation to the editing site (Fig. 4b,f), we identified the location and base-pairing status of the variant nucleotide using the structure of the allele with higher editing.

### Identification of secondary *cis*-elements

To predict dsRNA stems around distal QTLs and matched controls, as with the ECS predictions, we predicted the secondary structure of the region within 200 bp of each variant using the programs partition, MaxExpect, and ct2dot from the RNAStructure package^41^. We identified stems with lengths of at least 20 bp and a max bulge size of 8 bp similar to the ECS predictions. The matched control variants consisted of 4,247 randomly chosen variants within the same genes as the distal edQTLs that were not in the primary edited dsRNA duplex and were not in linkage with an edQTL (*R*^2^≤0.05).

## Additional information

**Accession codes:** The mmPCR-seq data was deposited to Gene Expression Omnibus at the National Center for Biotechnical Information under the accession number GSE67082.

**How to cite this article:** Ramaswami, G. *et al*. Genetic mapping uncovers *cis*-regulatory landscape of RNA editing. *Nat. Commun.* 6:8194 doi: 10.1038/ncomms9194 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-12, Supplementary Tables 1-2 and Supplementary References

Supplementary Data 1 mmPCR-seq primer sequences

Supplementary Data 2 RNA editing QTLs

Supplementary Data 3 novel intronic RNA editing sites

Supplementary Data 4 editing complementary sequence predictions

## Figures and Tables

**Figure 1:**
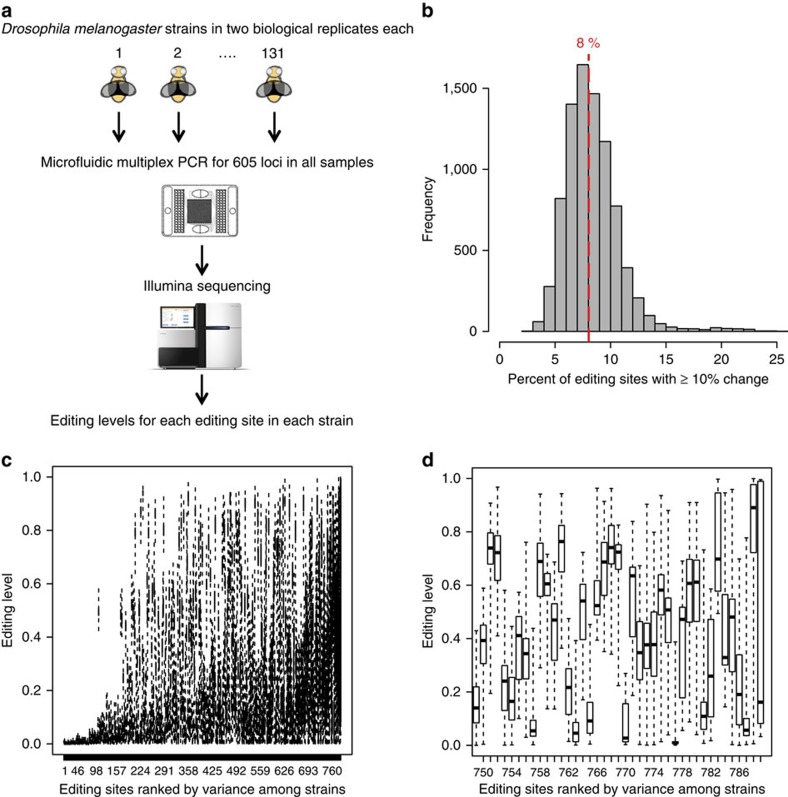
Quantifying RNA editing in the DGRP. (**a**) Overview of experimental scheme. We used mmPCR-seq to quantify RNA editing levels in 789 sites within 605 loci in 131 *D. melanogaster* strains. (**b**) Percentage of editing sites that vary between strains. For each pairwise comparison between strains, the fraction of editing sites that have a 10% or greater editing level difference between the two strains is plotted. The red dashed line corresponds to the median value of 8%. (**c**,**d**) Editing variability in DGRP strains. Editing levels for (**c**) all 789-editing sites and (**d**) the 40 most variable editing sites are plotted. Editing sites are ranked by binomial variance, a metric of variability in the 131 strains.

**Figure 2:**
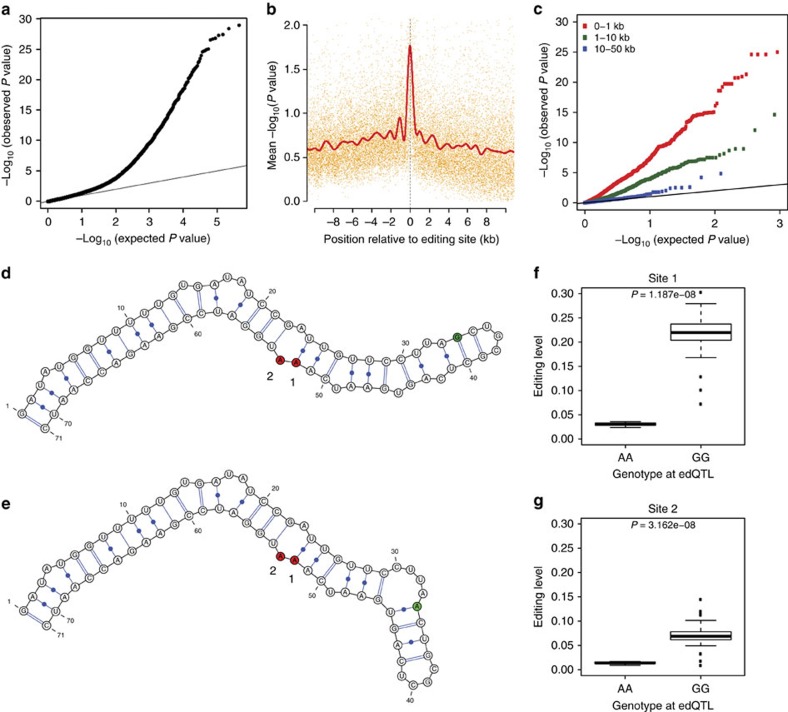
Mapping RNA editing QTLs. (**a**) Quantile–quantile (QQ) plot for association testing *P* values between 789 RNA editing sites and genetic variants in the same gene as each editing site. (**b**) Significance of association tests in relation to the distance between the editing site and variant. The solid red line is a cubic smoothing spline fit to the data. Transcripts were oriented such that negative and positive values represent variants transcriptionally up- and downstream of the editing site, respectively. (**c**) QQ plot for association tests between 545 edQTLs and additional editing sites that fell within 1 kb (red), between 1 kb and 10 kb (green), and between 10 kb and 50 kb (blue) from the original best-associated editing site. (**d**–**g**) Example of an RNA editing QTL in the *CROL* gene. Predicted local RNA secondary structure for the (**d**) *G* and (**e**) *A* alleles. Two editing sites influenced by the edQTL are shaded in red (numbered 1 and 2) and the edQTL is shaded in green. Relationship between editing levels and strain genotypes for the edQTL at the two associated editing sites (linear model), (**f**) chr2L:11796345 (site 1) and (**g**) chr2L:11796346 (site 2).

**Figure 3:**
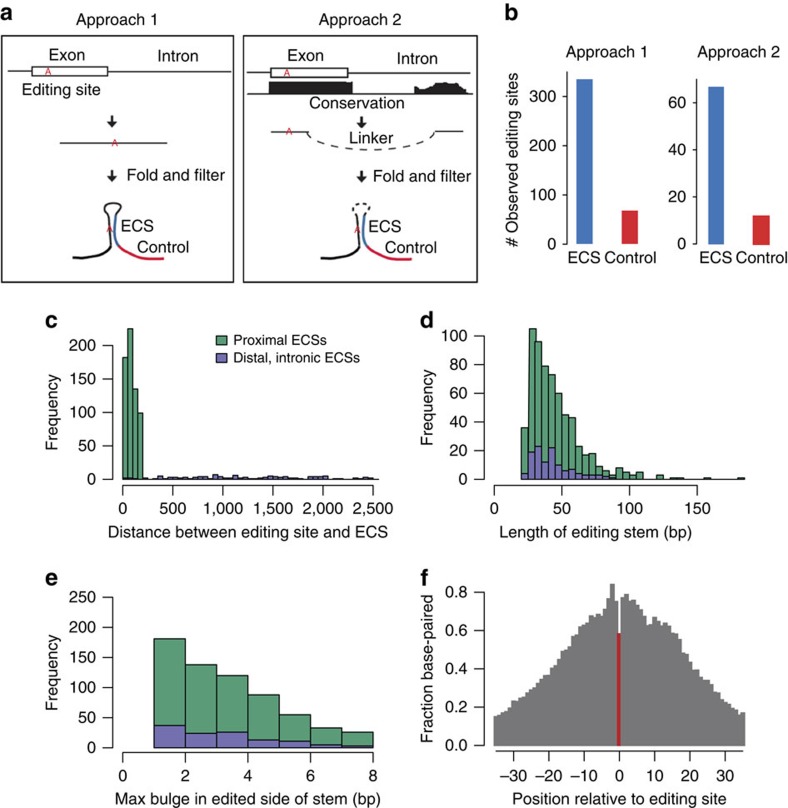
Prediction of ECSs. (**a**) Overview of approaches to predicting proximal ECSs (Approach 1) and distal, intronic ECSs (Approach 2). (**b**) Numbers of editing sites identified in predicted ECSs (blue) compared with the control regions (red) of the same length indicated in (**a**). (**c**) The distribution of the distances between the editing site and the corresponding base in the ECS. (**d**,**e**) The distribution of (**d**) stem lengths and (**e**) max bulge sizes in the editing site side of the stem. The colour legend is the same as in (**c**). (**f**) The fraction of editing substrates that are base-paired at each position relative to the editing site (position 0, indicated in red), based on the predicted editing substrate structure. Negative positions are upstream (5′) of the editing site; positive positions are downstream (3′).

**Figure 4:**
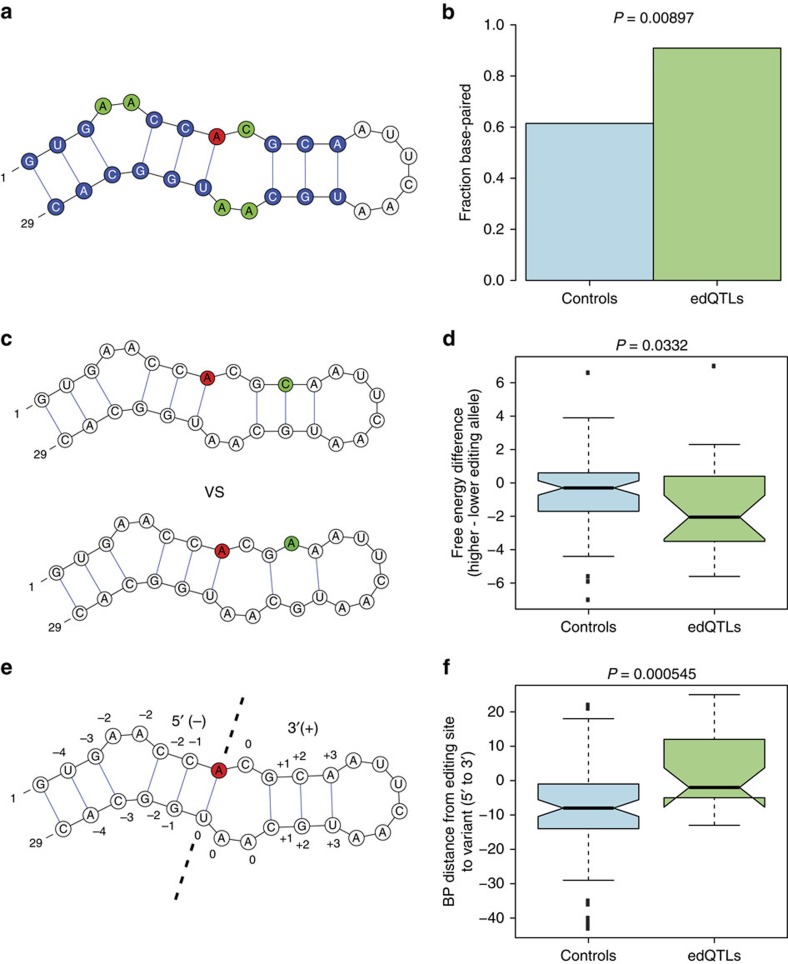
Effects of edQTLs on edited dsRNA structures. We looked at structural features that distinguish 27 edQTLs with effect size ⩾0.025 and 100 control variants in edited dsRNAs. (**a**) Cartoon dsRNA containing an editing site (red), base-paired nucleotides (blue) and non-base-paired nucleotides (green). (**b**) Fraction of edQTLs and control variants positioned at base-paired nucleotides. edQTLs are significantly more likely than control variants to be base-paired (Fisher's exact test). (**c**) Cartoon depicting the comparison of dsRNA free energies between the two alleles for a hypothetical variant. (**d**) Difference in dsRNA free energies between the two alleles for edQTLs and control variants, calculated as the free energy of lower edited allele subtracted from the higher edited allele. The edQTLs have a significantly larger difference in free energy than the control variants, with the higher editing allele having lower (more stable) free energies (one-sided Mann–Whitney *U*-test). (**e**) Same cartoon dsRNA as in (**a**) showing base pair distances between stem nucleotides and the editing site. The editing site is centred at position zero and the portion of the editing site side of the stem transcriptionally downstream of the editing site as well as its paired portion of the ECS was classified as positive. (**f**) Base-pair distances from edQTLs and control variants to the editing site. The control variants tend to be significantly enriched at the 5′ end of the dsRNA (one-sided Mann–Whitney *U*-test).

**Figure 5:**
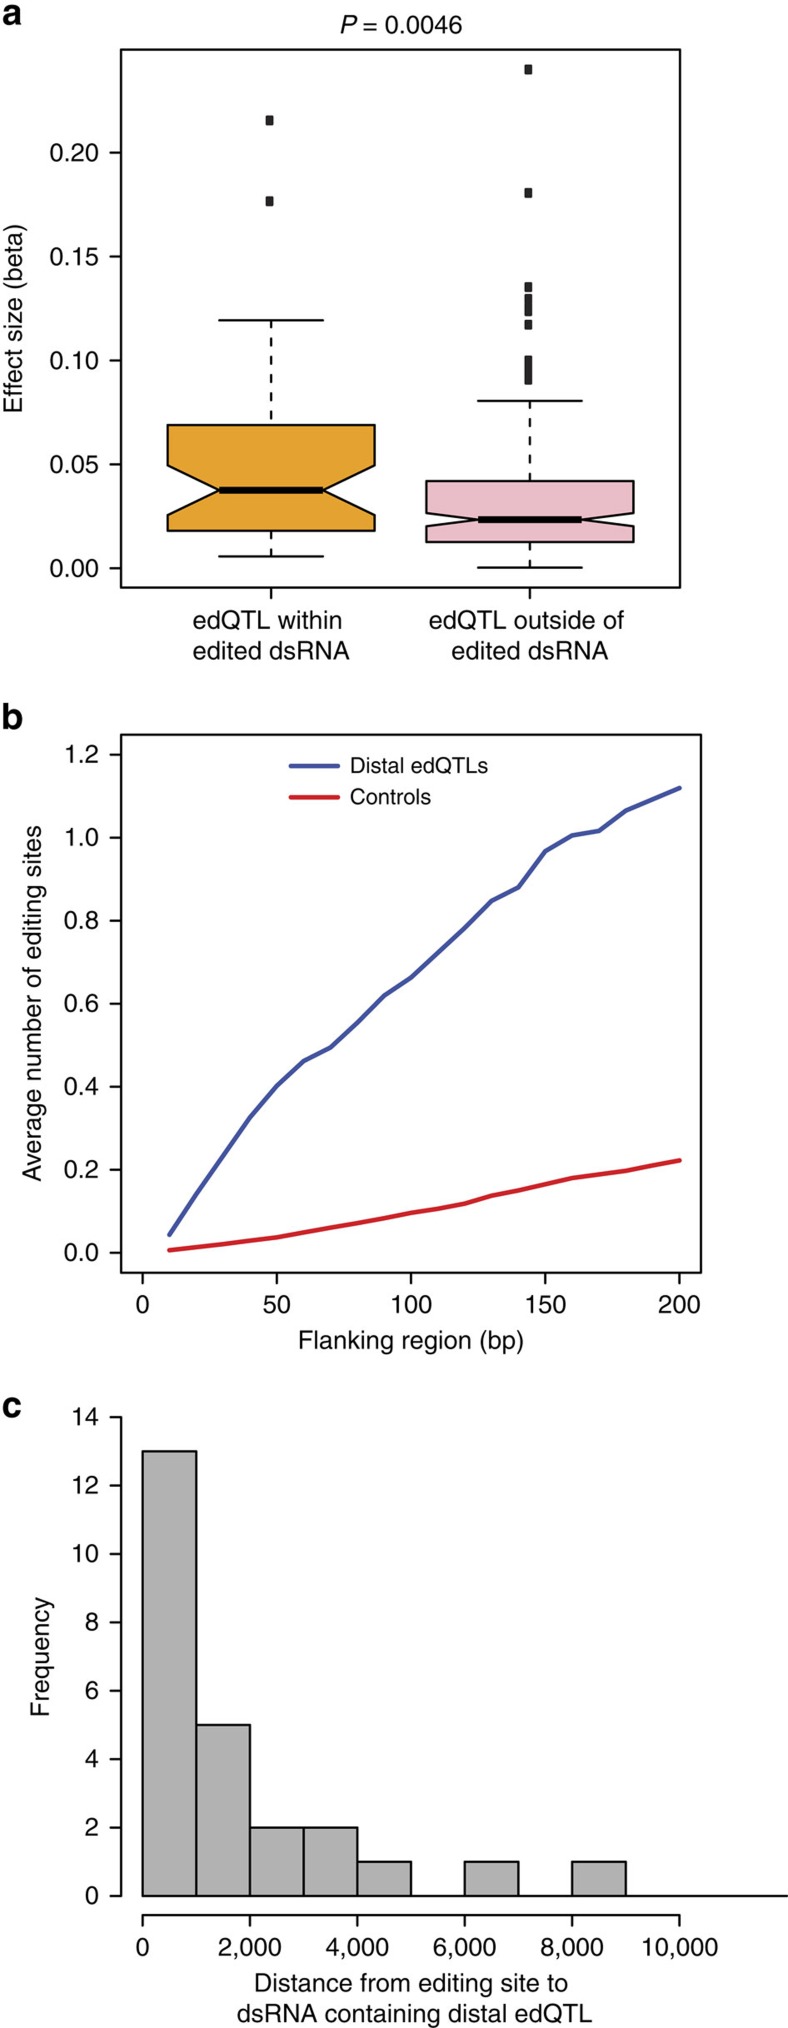
Characterization of distal edQTLs. (**a**) QTL effect sizes for 45 proximal edQTLs within the edited dsRNA and 213 distal edQTLs outside of the edited dsRNA. Effect sizes were calculated as half of the absolute value of the difference in average editing levels between the two homozygotes for each edQTL. Proximal edQTLs have significantly greater effect sizes (one-sided Mann–Whitney *U*-test). (**b**) Frequency of RNA editing sites nearby 213 distal edQTLs and 4247 matched control variants. For each variant, we calculated the number of RNA editing sites within sequence windows centred on the variant. (**c**) Distances from the editing sites to 28 dsRNA stems around distal edQTLs.

How the deposited data were processed for this re-analysis (not part of the article)

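RNA editing was measured by mmPCR-seq in whole bodies of adult males from 131 DGRP strains with 2 biological replicates each. Strain and replicate number were taken from the sample labels. To make the files, the authors mapped the reads to the dm3 genome with BWA and deposited, per sample and editing site, the count of covering reads and the count of edited reads, neither of them normalized. They also deposited the editing level as a fraction, the edited count divided by the covering count. The files list all known sites, so the authors' filters on coverage, replicate difference and number of strains were not yet applied in them.

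From the counts, a replicate level was used with at least 50 reads. The strain level was the mean of the 2 replicate levels, left out where they differed by more than 0.20, and sites with a level in at least 35 strains were kept. The paper states these 3 thresholds, and requiring 50 reads in both replicates was a choice. This left 796 of 2592 sites. Repeatability was measured as a one-way intraclass correlation without the filter on replicate differences, since the filter would raise it, and also with the replicate number as a block. The replicate SD of a site was the root mean square of replicate differences divided by the square root of 2. Methods for differential counts of genes were not applied, since the values are edited and unedited reads of a site.

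Differences between sets of sites were tested with a Mann–Whitney statistic, given as the share of pairs in which the first set is higher (0.5 without a difference), and a permutation p-value from 100000 draws. Replicate pairing was tested by re-pairing whole samples. Correlations between sites were tested by shuffling gene labels, or sites within each gene. The latter shuffles are not centred on 0, since genes differ in their correlations, so their p-values count distances from the mean of the shuffles. This centring was introduced after the first values had been seen, which had been counted from 0. Values without a test were compared with a replicate SD over strains or a Wilson interval, a rule set after the files had arrived. Tests of the median site repeatability used 100 draws. The edQTLs and ECS predictions are the paper's (Supplementary Data 2 and 4) and were joined to the sites by position. Gene names and annotations are those of the files.

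Reads summed over the listed sites ranged from 380607 to 4130077 per sample, and the median coverage of kept sites was 1616 reads. Intervals for shares of reads are 95% Wilson intervals, and the smallest level shown is that of 3 reads. The text names the sites and genes the paper names where the files hold them, the 5 kept sites with the largest between-strain variance and the 5 with the largest paper effect size. It also names the strains with the largest and smallest median percentage of differing sites, and strains whose replicates are less alike than 95% of pairs of different strains. The paper names 3 intronic sites, in Syt1, nAcRbeta-64B and Mob2, which are listed but had no reads in these samples.

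The scripts were tested on simulated data with the real coverages. In 200 simulated sites with a between-strain SD and a replicate SD of 0.02, the median intraclass correlation was 0.436, against 0.0043 at sites without a strain component. Of the 200 sites, 97.5% were above the 95th percentile of the others. The measured replicate SD was larger than the simulated one, at 0.092 for levels between 0.10 and 0.90. Simulated replicate errors were also independent between sites. This recovery therefore does not carry over to the real sites. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, with the random seed 20150916.

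Alternatives covered the coverage minimum (20 or 200 reads), 1 replicate with enough coverage, no filter on replicate differences, pooled reads, levels in at least 100 strains and each replicate alone. They also covered the replicate block, an arcsine square root transformation, Spearman rho, correlations across replicates, adjustment for strain-wide shifts, pairs more than 350 bp apart, edQTLs at an FDR of 5%, variance scaled by the mean, other thresholds and windows, and complete linkage. Associations with genotypes, de novo editing sites, nascent RNA and RNA folding were left out, because genotypes, reads and the genome were not in the files analysed here.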

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

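The paper follows the editing sites that passed its filters, and 1796 of the 2592 listed sites were not kept here. Of these, 122 had at least 50 reads in some sample, and 73 had at least 3 edited reads in both replicates of at least 1 strain, the smallest number taken as a signal. This signal at sites outside the set the paper discusses is what flagged them. Of the 73 sites, 56 change an amino acid, 12 are synonymous and 5 lie in 3′UTRs. Their median levels had a median of 0.057, and the highest was 0.988 at a lysine-to-arginine site of para (chromosome X, position 16399583), with 50 reads in both replicates of 15 strains. Sequencing or amplification errors were one technical explanation. They were predicted to hold the levels under 0.01, whereas the median level was 0.01 or more at 55 of the 73 sites and 0.10 or more at 30. That prediction was made only after the levels had been seen. The sites were picked for edited reads, and an amplification error among few templates could exceed 0.01, so amplification errors are not excluded. The other technical explanation was read depth, with the prediction made beforehand. For 69 of the 73 sites, both replicates reached 50 reads in fewer than 35 strains, so most of them may be edited sites that the depth left out. That number is close to fixed in advance, because a site with a level in 35 strains is kept, so it says little about the cause. A biological difference between the strains with and without coverage was not tested.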

How the results depend on the processing

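The main settings and the list of alternatives were fixed before the files arrived. The shuffles within genes were centred on their mean after the first values had been seen, which turned 2 values of the step at 10 kb into reversed ones. The spread that values without a test were compared with was set after the files had arrived, and it decides which of them count as moved. Where it is a replicate SD, it describes single strains or samples. A value over all strains can have a smaller error, so counting it as the same is lenient. Of 157 recomputed values, 144 kept the direction and test outcome of the main result, or stayed within that spread or, for counts, within a factor of 1.5. In 16 of the 144 the value was identical to the main one, mostly because the setting does not enter it, so these rows are no evidence of robustness. They include 7 rows of the paper's effect sizes inside and outside the dsRNA and 5 rows of effect size against the replicate SD. Complete linkage also leaves r as it is, while the smaller branch went from 2 to 36 strains. The other 128 values differed from the main one. The 13 not counted as the same comprised 7 values that moved, 1 that weakened and 5 that reversed.

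The share of replicate pairs differing by more than 0.20, 4.55% in the main setting, was 4.77% with 20 reads and 4.16% with 200 reads. Both count as moved against a Wilson interval that takes pairs as independent and is too narrow. Shallow sites have larger replicate differences, which the minimum removes. The between-strain r moved from 0.961 to 0.987 without the filter on replicate differences, where 80 sites instead of 44 had a level in every strain, and single replicates gave 0.966 to 0.985. The median percentage of sites differing between strains, 8.12%, was 13.9 to 15.7% across the fits that each left out one replicate. A single replicate carries its full error, and it is not screened by the filter. With a difference of 0.20 in place of 0.10, it was 1.69%.

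The comparison of the between-strain SD within and beyond 1 kb (0.529, not past its test) reversed to between 0.484 and 0.493 with single replicates, also not past the test. The comparison of the SD inside and outside the edited dsRNA went from 0.482 to 0.5, no difference, with levels in 100 strains. The step in r at 10 kb was below the mean of its shuffles in the main setting. It was above that mean at 0.0727 when 1 replicate was enough and at 0.091 from replicate 1 alone. From replicate 2 alone it was below that mean, at 0.061. It passed the permutation test only from replicate 1 alone (p = 0.038). The excess of editing sites near distal edQTLs weakened to 0.204 (permutation test, p = 0.061) with kept sites only.

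No pairs of sites in one duplex and more than 350 bp apart were available in sufficient number, so that comparison gave no value. Depth limits low levels most, since 3 of 50 reads are already a level of 6%.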

Differences from the paper's values

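The levels at the crol sites differed from the panels named for them. For position 11796345, the legend of Fig. 2 points to panel f, where strains center at about 0.22, read by eye from the paper's Fig. 2f, whereas the median level in the files was 0.068. For position 11796346, it points to panel g, with levels of about 0.07 read by eye from the paper's Fig. 2g, and the median in the files was 0.217. None of the alternatives set before the files arrived closed either gap: the medians stayed between 0.065 and 0.070 for the first site and between 0.206 and 0.229 for the second. For the variant at 11796364, the p-value that Supplementary Data 2 gives with the site at 11796346 is the one printed in panel f. The one it gives with the site at 11796345 is printed in panel g. Levels and p-values thus both match when the 2 panels are exchanged between the sites. The median of 0.217 then stands beside about 0.22, and that of 0.068 beside about 0.07.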

Other observations

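DGRP strain 646 had lower editing levels than the other strains in both replicates. At sites with a median level over 0.10, 84.9% of 398 sites in replicate 1 and 85.3% of 382 sites in replicate 2 were below the median over strains, and the median ratio to it was 0.799 and 0.733. The mean centred level was -0.041 and -0.057, and no other strain had both replicates under -0.022. All predictions for this pattern were made after it was seen. Read depth was not extreme, with fewer reads in 26.7% of samples than in its first replicate and in 19.1% than in its second. When replicate 1 and replicate 2 samples were paired at random, a pair in which both were as low was not rare (permutation test, p = 0.105). In the first replicate, the centred levels had an r of 0.576 with the second replicate of the strain and at most 0.295 with any sample of another strain, so a pattern shared with other samples is unlikely for that replicate. The second replicate reached an r of 0.461 with replicate 1 of strain 443, still under 0.576. Lower ADAR activity would lower the serine-to-glycine site of Adar itself (chromosome X, position 1675873, median 0.464 over strains, replicate SD 0.051). Its level differed from the median by -0.042 in the first replicate, at 0.422 (95% Wilson interval 0.395 to 0.450, 1274 reads), and was 0.514 in the second (0.485 to 0.542, 1191 reads), within the replicate SD both times. Unedited genomic DNA among the templates could lower all levels. Sites fell unequally, to a median ratio of 0.693 at 3′UTR sites and 0.813 at amino acid-changing sites in replicate 1, but amplicons can differ in how well they amplify DNA, and intronic sites carried almost no reads. The permutation of pairings (p = 0.105) concerned mean levels only, and by itself leaves a chance pairing open. Across sites, the r of 0.576 was above that of either replicate with any sample of another strain (at most 0.295 and 0.461). These values argue against a chance pairing for this strain. Genomic DNA cannot be excluded, and a strain effect remains a hypothesis.

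Some replicate 2 samples of different strains deviated alike from the site means. Among 34060 pairs of samples from different strains, 83 had an r of 0.5 or more in their centred levels, and in 66 of these (79.5%) both were replicate 2 samples, against 25% of all such pairs. Only 2 of the 83 joined a pair of replicate 1 samples. The highest r was 0.819, between strains 642 and 761. For comparison, 23 of 131 strains had an r of 0.5 or more between their own replicates. A property of the strains would show in replicate 1 too, where the pairs of strains behind the 66 had an r of 0.277 at most and 0.025 in the median. The pairs were picked by a high r, so a lower r elsewhere is partly a result of the picking. Total reads were not related to the mean centred level of replicate 2 samples (Pearson r = 0.0175, permutation p = 0.84; Spearman rho = 0.148, permutation p = 0.090; r = 0.0187 without the 2 samples farthest from the median). In replicate 1 samples the Pearson r was 0.087 (permutation p = 0.32), the Spearman rho 0.124 (permutation p = 0.157) and r without the 2 samples 0.104. The number of sites with 50 reads was related to it (replicate 1, r = 0.218, rho = 0.149; replicate 2, r = 0.227, rho = 0.358; permutation p for rho = 0.089 and 7e-05; permutation p for r = 0.017 and 0.014, both 0.033 after Benjamini–Hochberg adjustment for 4 relations). Without the 2 farthest samples, r was 0.135 in replicate 1 and 0.263 in replicate 2. Some of these samples had low levels, such as strain 802 (replicate 2 mean centred level -0.097, replicate 1 0.0096) and strain 340 (-0.068 and 0.0064). A batch of samples prepared together may explain the likeness, but chips and dates are not in the labels, so this cannot be tested. The predictions were made after the pattern was seen.

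Replicate differences were larger than read sampling gives. Between levels of 0.10 and 0.90, the replicate variance was 52.1 times the binomial variance of the reads, as if 21.5 molecules had been sampled per level. With predictions made beforehand, 3 explanations were tested. If reads were the limit, the effective number of molecules would rise with coverage. It rose 14.1-fold (from 5.68 to 80.3), while the median coverage of the classes rose 53.2-fold. The number thus rose as predicted, but less than in proportion. That reads alone are not the cause already followed from the variance of 52.1 times the binomial one, so this test adds little. Replicate differences of 2 sites in one gene had a mean r of 0.480 within 350 bp (276 pairs) and 0.166 farther apart (407 pairs), a difference of 0.314 (permutation test, p = 1e-05, the smallest that 100000 draws can give). This is consistent with sampling of few template molecules, or uneven amplification, within an amplicon. Differences of sites in different genes had a mean r of 0.0845 over 81090 pairs, under the 0.1 set for sample-wide shifts. Biological differences between replicate cultures that act on one transcript were not tested.

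At the synonymous CG34220 site (chromosome 2R, position 5929235), the strains fell into 2 ranges. Levels were 0.032 to 0.210 in 63 strains and 0.647 to 0.996 in 57, with 55 at 0.95 or more, and 2 at 0.647 and 0.839 in between. Both replicates were at 0.98 or more in 49 strains. The intraclass correlation of 0.991 was the highest of all kept sites, the next being 0.960, and only 4 kept sites with a median under 0.9 had any strain with both replicates at 0.98 or more. A candidate explanation is a genomic A-to-G variant at the edited base in some strains, which would be read as editing. The paper's strong edQTL for the site would give the same values, and without genotypes they cannot be told apart. This prediction was made after the levels were seen.

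At the crol site 11796346, 7 strains had levels under 0.05, and the next strain was at 0.066. With the level at 11796346 first and at 11796345 second, they were strain 138 (0.0305 and 0.0094), strain 317 (0.0363 and 0.0135), strain 427 (0.0330 and 0.0171), strain 716 (0.0269 and 0.0166), strain 850 (0.0245 and 0.0150), strain 852 (0.0315 and 0.0137) and strain 859 (0.0299 and 0.0125). At 11796345, 9 strains were under 0.02.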
